A study of Mus musculus with 4 samples. Its data were reported in "The mRNA m6A reader YTHDF2 suppresses proinflammatory pathways and sustains hematopoietic stem cell function" (2020).

How the data were processed

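m6A meRIP-seq (RNA is fragmented, fragments that carry N6-methyladenosine are pulled down with an antibody, and the captured and the unselected fragments are sequenced) was performed in mouse c-Kit+ cells. Per the labels, the cells were foetal liver cells of C57BL/6 mice, enriched for the stem and progenitor cell marker Kit with magnetic beads. The series has 4 samples, namely m6A immunoprecipitation (IP) replicates 1 and 2 and input replicates 1 and 2. The labels give total RNA as the molecule of the IP samples and polyA RNA as that of the input samples. One peak list for each IP replicate was analysed, and read-level data of the IP and input libraries were not analysed here.

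The peaks are those of the authors, from MACS2 (version 2.1.1, nomodel option) run on reads that HISAT2 had placed on GRCm38. The deposited lists hold one set of peaks per replicate, so replicates were not pooled. The fold enrichment of each peak is the ratio, computed by MACS2 for the authors, of the IP signal to the local background at the summit. The −log10 p-value and −log10 q-value in the deposited lists are those of MACS2 at the same position, and the deposited score of each peak is the whole-number part of a multiple of its −log10 q. The deposited offset of the summit from the start of the peak gave the summit position. The smallest −log10 q was 1.31 in replicate 1 and 1.30 in replicate 2, which corresponds to q of 0.05. The threshold, the effective genome size and the control library used for calling are not stated. These per-peak values were used to describe, rank and filter peaks within a list, to describe how closely shared peaks followed each other between replicates, to compute the reads behind each peak, and to set the fold enrichment of a class of genes against that of random gene lists.

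Coordinates are those of GRCm38, written with the first base of a chromosome as 1. The reference sequence was GRCm38 and the annotation GENCODE M21 on the same build. No peak end lay beyond the end of its chromosome in the reference. Exons were taken from the basic transcript set, which holds 55413 genes. For each of 21851 protein-coding genes the transcript with the longest coding sequence was chosen, and 99.0% of these coding sequences ended in a stop codon. Summits were placed on a chosen transcript where they lay in that of exactly 1 protein-coding gene and in no exon of another gene, which held for 10829 summits of replicate 1 and 10464 of replicate 2. The peak lists carry no strand, so a summit in exons of overlapping genes cannot be given to one of them.

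Peaks were called shared when they overlapped a peak of the other replicate by at least 1 bp. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only. The correlation of fold enrichment was Spearman's rho across one-to-one pairs of overlapping peaks, with an interval from 1000 bootstrap draws over pairs. Peaks are not independent replicates, and no p-value is given for it. A gene was counted as carrying m6A when a summit lay in one of its exons in each replicate. Summits were assigned to the stop codon or the start codon when within 200 nt of it, the stop codon taking precedence, and otherwise to the 5′ UTR, coding sequence or 3′ UTR. GGAC and DRACH (D is A, G or T, R is A or G, H is A, C or T) were searched on the sense strand of the spliced transcript within 50 nt of the summit. For a comparison with chance, summits were placed 1000 times at random along the chosen transcripts of the genes that carried a peak in either replicate. The permutation p-value is one-sided, and 0.001 is the smallest that 1000 placements can give. All possible hexamers were counted as present or absent within 50 nt of each summit and of 10 random positions per summit, and compared with a one-sided Fisher's exact test with Benjamini-Hochberg adjustment in each replicate separately. Long internal exons were those of at least 400 nt that are neither first nor last in the transcript. A test across peaks describes the libraries at hand and is not a test between groups of animals.

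The number of IP reads at each summit was computed from the deposited fold enrichment and p-value together, since both follow from the IP pileup and the background under the formulas of MACS2 (a ratio with 1 added to each term, and a Poisson tail). In both replicates 100% of peaks were matched by a whole number of IP reads, with a largest difference of 0.000342 in −log10 p. Under a grid shifted by a fraction of a read, 0.569% of peaks of replicate 1 and 0.235% of replicate 2 were matched. Scaling by MACS2 corresponded to 0.874 IP reads per control read in replicate 1 and 1.05 in replicate 2. The background is given in reads of the control library, and is not a whole number where MACS2 averaged it over a wider region. On 3000 simulated peaks, the IP pileup and the background were recovered for 100%. The simulation was given the true scaling, and its backgrounds were whole control reads or a fixed lowest value. Of the real peaks, 74.2% in replicate 1 and 72.8% in replicate 2 had a background of whole control reads. The simulation therefore does not test the estimated scaling or averaged backgrounds.

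The placement tests were tested on simulated data on the 7491 transcripts that carried a placed peak, with 10829 simulated peaks. Peaks placed at random gave a ratio to random placement of 0.986 for overlap, 0.954 for the stop codon and 0.998 for GGAC, and 0 enriched hexamers. A planted overlap of 71.6% was recovered as 71.2%, a planted stop-codon share of 37.1% as 37.3%, and a planted hexamer was ranked 1.

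Genes named in the text followed a rule fixed before the data were examined. It takes the 8 genes the study singles out as methylated, Kit and Ythdf2, those of 9 further m6A writers, erasers and readers that have a peak in one replicate and none in the other, the 5 genes whose strongest shared exonic peak has the highest fold enrichment in the lower of the replicates, and the 3 hexamers with the smallest p-value in replicate 1 that are among the 10 smallest in replicate 2. Genes named outside this rule are said to be so. Of the genes the study singles out, 1 is not reported here.

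The alternatives tried were a reciprocal overlap of 50% or summits within 100 bp for shared peaks; minimum −log10 q of 3 or 5 and minimum fold enrichment of 4; equal numbers of peaks per list; random placement within the own transcript, along all protein-coding genes, or sideways along the chromosome by 1 to 50 kb in 100 placements; other windows, transcripts and definitions of a gene with a peak; and leaving out each replicate. Chosen after the data were seen were the comprehensive GENCODE set, leaving out summits in exons of several genes, and limiting summits and random positions to exons, or last exons, of at least 400 nt. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, blastn 2.17.0 and matplotlib 3.10.9.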

Results

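m6A-seq was performed to find which transcripts carry m6A in c-Kit+ hematopoietic cells. The m6A IP libraries were 2 biological replicates, with a matching input sample each. MACS2 called 15635 peaks in replicate 1 and 14872 in replicate 2. The peaks covered 7481169 bp and 7406242 bp of the GRCm38 genome. Median peak width was 368 bp in replicate 1 and 383 bp in replicate 2, and no peak was narrower than 200 bp. The median fold enrichment of IP over background, as given by the authors, was 4.47 in replicate 1 and 4.76 in replicate 2. Median −log10 q was 15.0 and 14.8.

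The median peak rested on 57 IP reads at its summit in each replicate, over a background equal to 13 control reads in replicate 1 and 10 in replicate 2. The background was below 2 control reads for 12.9% of peaks in replicate 1 and 16.7% in replicate 2. The library totals are not known from the peak lists. A gene without a peak can therefore lack the modification or lack the reads to show it.

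The replicates were first compared by overlap. Of the peaks of replicate 1, 12595 (80.6%, 95% exact interval 79.9 to 81.2) overlapped a peak of replicate 2 by at least 1 bp. In the other direction, 12483 peaks (83.9%, 83.3 to 84.5) were shared. Pooled over both lists the share was 82.2%. The setting that moved it most was a minimum fold enrichment of 4, under which it was 69.1%. The bases covered in both replicates, relative to those covered in either, gave a Jaccard index of 0.693. For 12203 one-to-one pairs of peaks, the median distance between summits was 17 nt.

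Fold enrichment was correlated between replicates across these pairs (Spearman's rho 0.798, bootstrap interval 0.790 to 0.806). Peaks are not independent replicates, and the coefficient describes this pair of libraries. The log2 fold enrichment of a peak differed between replicates with an SD of 0.47, and 95.1% of pairs lay within 2-fold. When only peaks of at least 4-fold enrichment were used, rho was 0.480.

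Sharing rose with the −log10 q of a peak. When each list was split by −log10 q into 4 parts of equal size, in the lowest part 55.6% of replicate 1 peaks and 65.4% of replicate 2 peaks were found in the other replicate, against 97.2% and 97.7% in the highest part. Peaks found in 1 replicate had a lower median −log10 q than shared peaks (7.37 against 17.8 in replicate 1, 8.07 against 16.7 in replicate 2) and were narrower (225 against 430 bp, 229 against 435 bp). Their median fold enrichment was higher, at 4.80 against 4.39 in replicate 1 and 5.30 against 4.58 in replicate 2. They rested on fewer IP reads, with medians of 22 against 67 in replicate 1 and 23 against 66 in replicate 2.

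**Figure D1:**
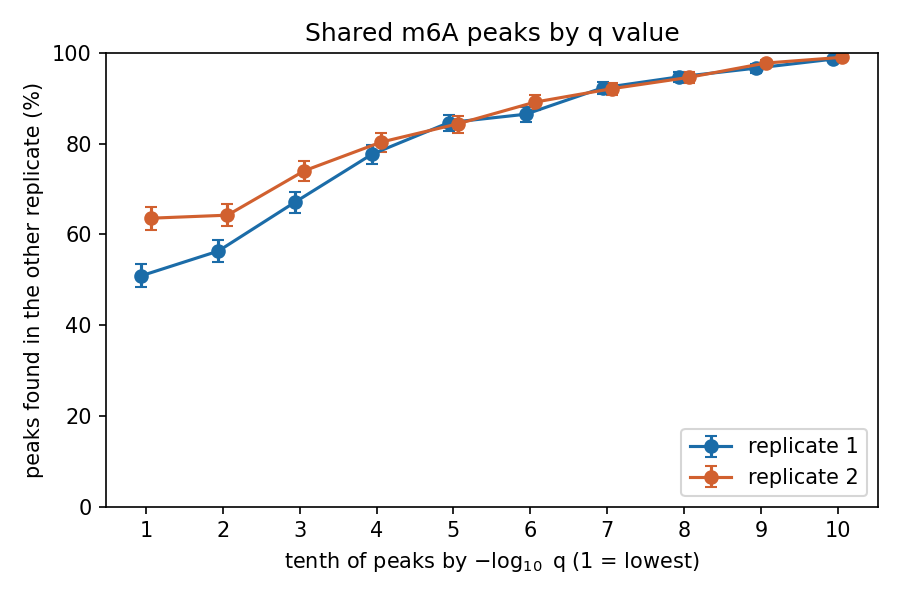
Percent of m6A peaks (y axis) found in the other replicate with each list split by −log10 q into 10 parts of equal size (x axis, 1 is the lowest), with exact 95% intervals as bars. The share was 50.9% in the lowest part of replicate 1 and 63.6% in that of replicate 2, and reached 98.7% and 99.1% in the highest.

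The overlap was larger than peaks placed at random on the same transcripts would give. On the chosen transcripts, 87.2% of 10464 replicate 2 peaks overlapped a replicate 1 peak, against 33.9% on average after random placement (ratio 2.57, permutation p = 0.001, one-sided). Within the own transcript, random placement gave 44.5% (ratio 1.96, permutation p = 0.001). Moving whole peaks sideways along the chromosome changed the ratio most, to 29.3 (permutation p = 0.0099, the smallest that 100 shifts can give). That ratio is for all 14872 replicate 2 peaks, of which 83.9% overlapped, against 2.87% on average after shifts by fixed steps. Shifted peaks need not lie on transcripts, so it is not a like comparison with the ratios above.

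Most summits lay in exons. In replicate 1, 12710 summits (81.3%) were in an annotated exon, 1756 (11.2%) in an intron and 1169 (7.48%) outside annotated genes. In replicate 2 these were 12204 (82.1%), 1636 and 1032 (6.94%). Exons of exactly 1 protein-coding gene held 72.5% and 73.5% of summits, and exons of several overlapping genes held 590 and 593 summits.

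The study used the peaks to sort transcripts into methylated and unmethylated ones. A summit lay in an exon of 8457 genes in replicate 1 and of 8171 genes in replicate 2. Both replicates had one in 7423 genes, 6780 of them protein-coding, and 9205 genes had one in either replicate. Of the genes in both, 592 depended on summits that also lay in an exon of an overlapping gene, and the call is uncertain for them. With a minimum fold enrichment of 4 the number in both replicates was 4136, the lowest among the alternatives. A single peak was found in 62.1% of the genes of replicate 1 and 62.3% of those of replicate 2.

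The position along the transcript was compared with random placement. The stop codon, taken as 200 nt on either side, held 30.2% ± 0.662 (SD, n = 2) of summits, with 30.7% in replicate 1 and 29.8% in replicate 2. Random placement gave 10.2%, so that summits were 2.96-fold enriched (permutation p = 0.001 in each replicate). The start codon held 15.0% ± 0.517 (SD, n = 2) against 8.97%, a ratio of 1.68 (permutation p = 0.001). The 5′ UTR outside these windows held 3.50% ± 0.0118 against 2.64%, a ratio of 1.33 (SD, n = 2, permutation p = 0.001). Fewer summits than at random were in the rest of the coding sequence (33.9% ± 0.135 against 40.4%) and of the 3′ UTR (17.3% ± 0.268 against 37.8%; SD, n = 2, permutation p = 0.001 for each).

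These ratios depended on which exons were compared. With 400 nt on either side of the codons, the ratio at the stop codon was 2.14. When summits and random positions were both limited to exons of at least 400 nt, an alternative chosen after the values were seen, the stop codon stayed enriched (ratio 2.58), whereas the coding sequence changed from fewer summits than at random to more, with 36.7% and 36.5% of summits in the replicates against 22.2% (ratio 1.64, permutation p = 0.001). The 5′ UTR did not differ from random placement there (ratio 1.07, permutation p = 0.250).

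**Figure D2:**
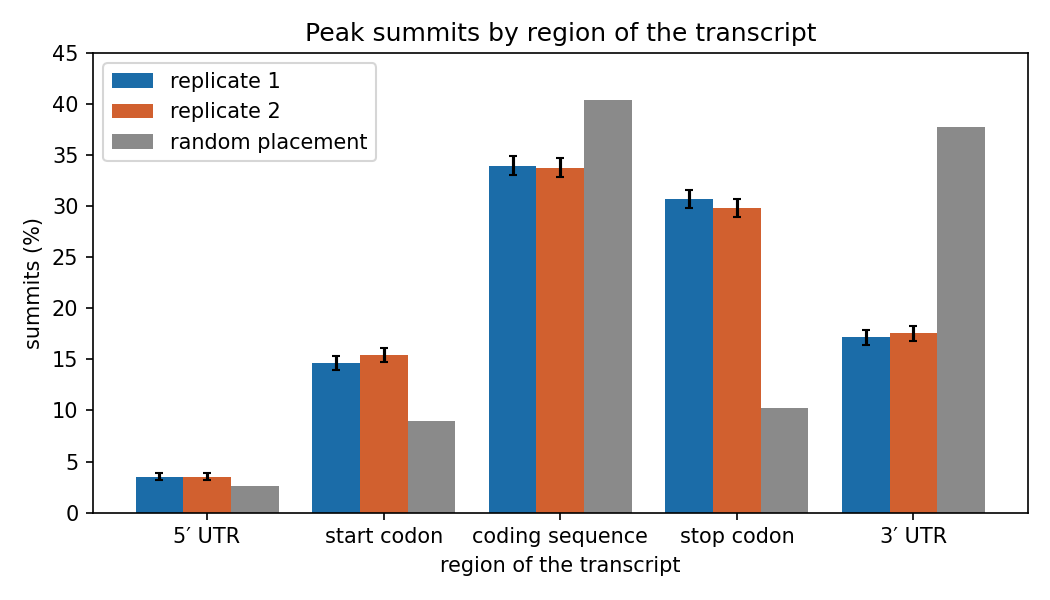
Percent of peak summits (y axis) in 5 regions of the transcript (x axis) for each replicate, with exact 95% intervals, and the mean over random placements along the same transcripts (grey). The stop codon held 30.7% and 29.8% of summits against 10.2% at random, and the 3′ UTR 17.2% and 17.5% against 37.8%.

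**Figure D3:**
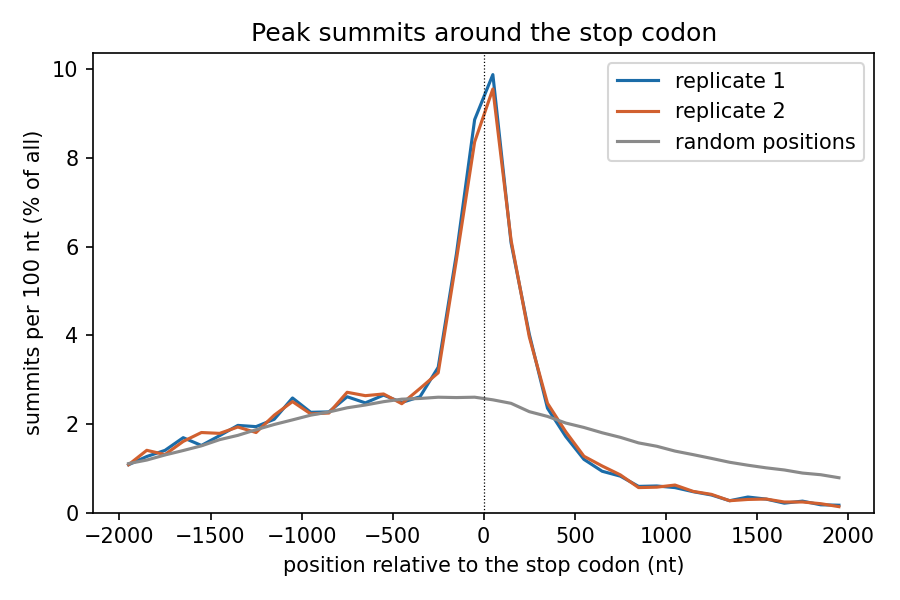
Summits in each window of 100 nt, as a percent of all summits on transcripts (y axis), by distance from the stop codon in nt (x axis), for both replicates and for random positions (grey). In replicate 1 the window just after the stop codon held 9.88% of summits and the one before it 8.87%.

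Summits were searched for the sequence context in which m6A is deposited. GGAC lay within 50 nt of 56.1% of summits in replicate 1 and 56.0% in replicate 2, against 32.8% at random positions (ratio 1.71, permutation p = 0.001 in each replicate). The setting that moved this ratio most was a window of 100 nt, with 1.42. The broader DRACH consensus lay near 93.3% of summits in each replicate, but also near 86.0% of random positions (ratio 1.09, permutation p = 0.001).

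Of all possible hexamers, 995 in replicate 1 and 1003 in replicate 2 were enriched at an adjusted p-value under 0.05 (Fisher's exact test, Benjamini-Hochberg), 832 of them in both. The first by p-value was GGACTG in each replicate, present near 8.21% and 8.14% of summits against 3.25% and 3.23% of random positions (ratios 2.53 and 2.52, −log10 adjusted p of 113 and 108). AGGACT (ratios 2.33 and 2.44) and TGGACT (2.38 and 2.43) came next among those selected. All 48 hexamers that contain GGAC were enriched in both replicates. Against random positions in the own transcripts AGGACT ranked first in replicate 2, and GGACTG ranked 2.

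**Figure D4:**
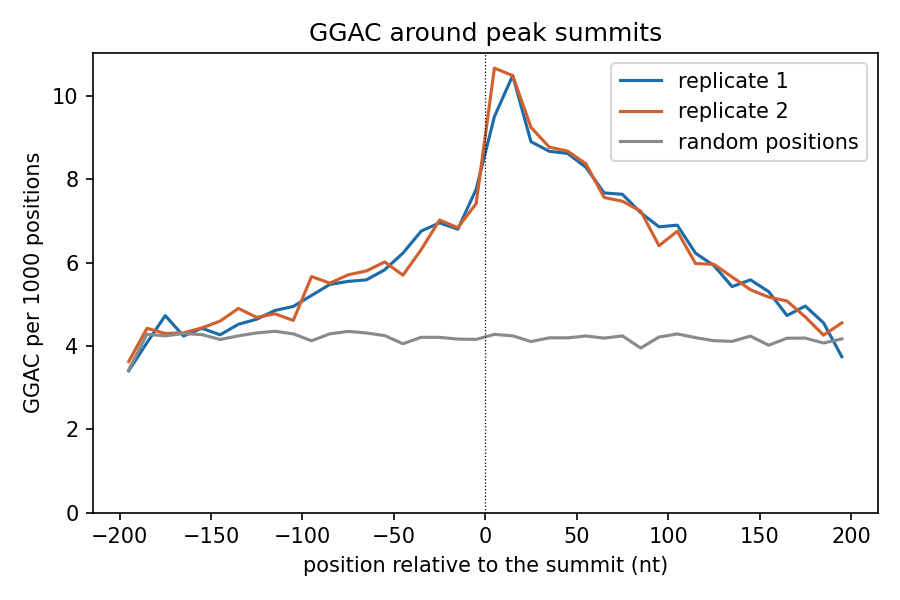
Occurrence of GGAC per 1000 positions (y axis) by distance from the summit in nt along the transcript (x axis), for both replicates and for random positions (grey). The profile reached 10.5 in replicate 1 and 10.7 in replicate 2, both downstream of the summit.

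Internal exons of at least 400 nt held 20.7% of summits in replicate 1 and 20.6% in replicate 2, against 8.56% at random (ratio 2.41, permutation p = 0.001 in each replicate). With internal exons of at least 200 nt the ratio was 1.64.

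Transcripts that the study singled out as methylated were looked at singly. Gadd45g (chromosome 13, + strand) had 1 peak per replicate in its last exon, 51847873 to 51848420 and 51847837 to 51848429, with 6.46-fold and 8.84-fold enrichment. The summits were in the 3′ UTR, and the nearest GGAC followed by A, C or T, in CCTGGACTTGG, had its A at 51848321. Il6ra (chromosome 3, − strand) had 3 peaks in replicate 1 and 2 in replicate 2, all in exon 10 of 10. A peak from 89869564 to 89870832 in replicate 2 overlapped a pair of peaks that were separate in replicate 1, 89869572 to 89869871 and 89870131 to 89871018, so the number of peaks per gene depended on how the caller joined them. Tnfrsf1b (chromosome 4, − strand) had 2 peaks per replicate in exon 10 of 10. The stronger one, in the 3′ UTR, had 8.01-fold and 8.46-fold enrichment.

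The peaks of Irgm1, Igtp, Ifi47 and Samd9l lay in the coding sequence of the last exon, except for 1 of Irgm1 in each replicate. Irgm1 (chromosome 11, − strand) had a peak from 48865788 to 48867134 with 5.51-fold enrichment in replicate 1, and from 48865823 to 48867136 with 5.97-fold in replicate 2, with the A of CGCGGACTGAG at 48866676 within 5 nt of both summits. The other peak was in its 5′ UTR. Igtp had 2 peaks per replicate and Ifi47 had 1, with 8.64-fold and 6.31-fold enrichment for the latter. Samd9l had 4 peaks in replicate 1 and 5 in replicate 2, all in exon 2 of 2. The strongest by q was 7.34-fold and 8.58-fold enriched, and rested on 32 and 35 IP reads. Of the others, 1 in replicate 1 and 2 in replicate 2 had no counterpart. The offset of the nearest GGAC followed by A, C or T, negative when upstream of the summit, varied between genes. At the strongest peak by q it was 6 and 45 nt in Igtp, −244 and −265 nt in Ifi47, and 124 and 123 nt in Samd9l. It was 52 and 62 nt in Gadd45g, 330 and −42 nt in Il6ra, and 20 and 5 nt in Tnfrsf1b.

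Of Kit and 10 m6A writers, erasers and readers, 6 had a peak in both replicates and 8 in at least 1. Kit had no peak in either replicate. Ythdf2 (chromosome 4, − strand) had 2 peaks per replicate, in exon 4 of 5 (3.49-fold and 3.44-fold) and in exon 5 of 5 (4.43-fold and 4.20-fold). Ythdc1 and Ythdc2 had a peak in replicate 2 only. The Ythdc1 peak (chromosome 5, 86804179 to 86804430) had 7.43-fold enrichment on 77 IP reads, and no replicate 1 peak overlapped it. When any overlap with an exon was counted, the gene had a peak in both replicates, but not at an overlapping place. The Ythdc2 peak (chromosome 18, 44828453 to 44828774) rested on 12 IP reads.

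The strongest shared exonic peaks were in Cnnm3, Rtn4r, Zswim6, Rwdd3 and Pdgfb. In Cnnm3 (chromosome 1, + strand) the peak was in the coding sequence of exon 1 of 8, from 36512741 to 36513073 in replicate 1 and from 36512759 to 36513087 in replicate 2. It had 20.9-fold and 23.1-fold enrichment, on 111 and 101 IP reads over 5 and 3.2 control reads. For the other 4 genes the background was at most 2 control reads, and fold enrichment there is limited by counting error in the control. Pdgfb (chromosome 15, − strand, 3′ UTR), for example, had 17.1-fold enrichment from 46 IP reads over 2 control reads in replicate 1, and 19.1-fold from 39 over 1 in replicate 2.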

Values the study reported

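The study reported 8,253 genes whose transcripts contained m6A in c-Kit+ cells. It gave this number for the methylated group when comparing expression between hematopoietic stem cells with and without Ythdf2. Whether the count was limited to genes measured in those stem cells is not stated. How peaks were assigned to genes for this count, and whether a peak was needed in both replicates, is not stated.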

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

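The counts of summits in the full annotation and past 3′ ends were chosen only after the result was seen, and the tests of repeats and of matches to other chromosomes were written after the peaks had been noticed but before their own values were known.

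Peaks outside annotated exons enter none of the position and motif comparisons, yet most recurred. In replicate 1, 1896 of 2925 such peaks (64.8%) overlapped a peak of replicate 2, and in replicate 2, 1886 of 2668 (70.7%) overlapped one of replicate 1. These shares were below the 84.2% and 86.8% of exonic peaks. The median fold enrichment of peaks outside exons was 5.67 and 5.97, above the 4.18 and 4.39 of exonic peaks. Fold enrichment fell with the background across all peaks, and these 2 sets were not compared at similar control reads. The difference therefore does not show stronger methylation outside exons. Whether the different RNA that the labels give for IP and input had a part in it was not examined. Reads of protein-coding transcripts placed on near-identical copies are not the main source, since on average 5.56% of these peaks matched a transcript encoded elsewhere at 98% identity over 90% of their length. The sequence under them was masked as repeats for 32.4% of bases, against 7.20% and 7.27% under a random sample of coding peaks. The share was 25.6% and 26.6% under intronic peaks, and 40.7% and 41.8% under peaks outside genes. These are below the majority that transcripts of repeats would give. No random sample of introns or of sequence outside genes was compared, so a contribution of repeats stays open. Intronic summits carried GGAC on the strand of the gene 1.43-fold more often than random positions in the same introns (37.4% against 26.6% in replicate 1 and 39.0% against 26.8% in replicate 2; permutation p = 0.005 in each replicate, the smallest that 200 placements can give), and the opposite strand had it at 28.3% of summits in each. This is consistent with m6A on unspliced or unannotated transcripts for a part of the intronic peaks. Of all summits outside exons, 437 in replicate 1 and 390 in replicate 2 lay in an exon of the comprehensive annotation, and of those outside genes, 18.4% and 19.2% lay within 5 kb past the 3′ end of a protein-coding gene. No biological explanation that the groups could separate was tested, as there is only 1 group of IP samples.

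Chromosome Y carried 25 peaks in replicate 1 and 19 in replicate 2, and 17 and 18 of them overlapped a peak of the other replicate. Only 2 in each replicate lay in an exon, and Ddx3y, Eif2s3y, Kdm5d and Uty, genes outside the naming rule that were picked as markers of male cells, had 0 peaks, while Xist, equally outside the rule, had 4 and 5. On average 94% of the chromosome Y peaks (22 of 25 and 19 of 19) matched sequence of another chromosome at 98% identity or more over 90% of their length. A further match on chromosome Y itself was found for 17 of the 25 peaks and 14 of the 19. A candidate explanation is that reads of repeated sequence elsewhere were placed on chromosome Y, though copies on chromosome Y stay open as a source. Annotated protein-coding transcripts are not the main source of those reads, since 18.5% of the peaks matched one. Transcripts of interspersed repeats stay open, with 32.9% of the bases masked. Of the X copies of the male marker genes, also outside the rule, Kdm5c had 3 peaks in each replicate and Kdm6a had 3 and 2. Ddx3x had 1 in replicate 1 and 0 in replicate 2, and Eif2s3x had 0 in each. Peaks in X copies thus went without peaks in the male marker genes. Whether reads of X copies too few for a peak reached those genes could not be examined. Nor can cells of both sexes be told apart from female cells alone, because a gene needs both expression and methylation to give a peak.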

How the results depend on the processing

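Limiting summits and random positions to exons, or last exons, of at least 400 nt, the comprehensive annotation and leaving out summits in exons of several genes were tests chosen after the results were seen, and the other alternatives were fixed before the data were examined.

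Ratios to random placement kept their direction in 64 of 65 values of position and motif. At the stop codon the ratio ranged from 2.14 to 3.55 over 10 alternatives, for GGAC from 1.42 to 1.92 over 8, and for DRACH from 1.01 to 1.22 over 8. The exception was the coding sequence, where the ratio of 0.839 turned to 1.64 in exons of at least 400 nt. By construction, leaving out short exons removes much coding sequence from the random positions, whose share there was 22.2%, and these exons held few summits. The ratio of the 5′ UTR was weaker under 2 alternatives, and the cause was not tested.

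The share of shared peaks, 82.2% over both lists, moved with the definition. It was 74.7% with 50% reciprocal overlap, 70.2% with summits within 100 bp, 81.7% with a minimum −log10 q of 3, 81.0% with 5, and 69.1% with a minimum fold enrichment of 4. The correlation of fold enrichment was 0.815 with −log10 q of at least 5 and 0.480 with fold enrichment of at least 4, a filter that cuts the range of the values correlated. The same filter lowered the genes with a peak in both replicates to 4136, and other alternatives that required both gave 6780 to 8792. A peak in either replicate was held by 9205 genes. The filter on fold enrichment removes more of the peaks over a deep background. At 30 control reads or more the median fold enrichment was 2.67 in replicate 1 and 2.47 in replicate 2.

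Leaving out a replicate leaves 1 list, which gives values with no test: from 8171 to 8457 genes, a GGAC share of 56.0% to 56.1%, and a GGACTG ratio of 2.52 to 2.53. Shared peaks, overlap and correlation need both lists. Among 24 named genes, 6 of 120 values changed. Of these, 4 were m6A writers, erasers or readers that lost their peak in a replicate or both at a minimum fold enrichment of 4. The other 2 were those of Ythdc1, which had a peak in both replicates when any exon overlap or the gene body was counted. Its replicate 2 peak had no overlapping peak in replicate 1. No paired analysis was possible because the IP and input samples that share replicate numbers were not both analysed here, and the results come from no test between groups.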

Other observations

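The tests of few control reads, of a ceiling on the pileup, of GGAC within blocks of 100 nt and with exchanged positions, and of the stop codon against the rest of the last exon were chosen only after the result was seen, and the comparison of exons of 800 nt or more was written after the excess in long exons had been noticed but before its own value was known.

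Peaks found in 1 replicate only were mostly among the weaker ones by q. With each list split by q into 4 parts of equal size, at least 97.2% of the strongest part were shared, and the lowest part held 57.0% and 53.8% of the unshared peaks. Sampling near the threshold is one reading of this, but the lowest part reaches a −log10 q of 8.27 and 8.49. With 10 parts, the lowest of them held 25.3% and 22.7% of the unshared peaks. A minimum −log10 q of 5 left the pooled share at 81.0%. That filter was applied to both lists and so set a new threshold with peaks close to it, and it decides nothing here. How many peaks were unshared because they lay close to the threshold stays open.

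Unshared peaks had the higher median fold enrichment although they were the weaker ones by q. Fold enrichment fell with the background across peaks (Spearman's rho −0.767 and −0.800 across peaks, which are not independent). Among peaks with fewer than 2 control reads the lowest fold enrichment called was 3.55 in replicate 1 and 3.82 in replicate 2, while in replicate 1 it was 1.31 among those with 30 or more. When peaks were split by control reads into 4 groups per replicate, unshared peaks had the lower median fold enrichment in 8 of 8 groups. At a given background, fold enrichment and −log10 q rise together, so this largely restates the lower −log10 q of unshared peaks. Unshared peaks had a median of 4 control reads in replicate 1 and 3 in replicate 2, against 16 and 12.2 for shared peaks. The higher pooled median of unshared peaks was thus not seen at similar control reads. It goes with their larger share at few control reads, where fold enrichment is higher. Why unshared peaks had fewer control reads was not tested. A ceiling on the IP pileup from keeping a single read per position and strand could add to the fall of fold enrichment with the background. The highest pileup was 317 IP reads, below the 400 that such a rule would allow, so the values cannot tell whether a ceiling acted.

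Internal exons under 200 nt held almost no summits, with 2.07 per 100 kb in replicate 1 and 1.79 in replicate 2, against 91.1 and 87.6 in internal exons of 400 nt or more. The minimum width of a peak is not the whole cause, because exons from 200 nt up to 400 nt, which can hold the narrowest peak, had 22.9 and 22.4 per 100 kb, and long exons exceeded them at least 3.90-fold. Above 400 nt the density no longer rose, and exons of 800 nt or more had 0.703 times the density of those from 400 nt up to 800 nt. A loss of signal near exon ends, where spliced fragments are cut off on the genome, would let the density level off with length and does not predict this fall, so the value decides nothing about it. Joining of neighbouring peaks in long exons was not tested. Methylation that favors long exons stays open as well, as the peak lists cannot separate absence of m6A from absence of a callable peak in short exons.

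Summits were as frequent at the start of the last exon as at the stop codon. In 1136 transcripts whose stop codon lay at least 600 nt into the last exon, the first 400 nt of that exon held 422 summits in replicate 1 and 405 in replicate 2, and the 400 nt centred on the stop codon held 383 and 402. The mean ratio was 1.05 (exact binomial p = 0.180 and 0.944, two-sided). The stretch between these windows had 71.4 and 66.9 summits per 100 kb, below the 84.3 and 88.5 at the stop codon, but transcripts with a long stretch weigh more in the former. Among summits from 400 nt into the last exon to 200 nt past the stop codon, each kept in its own transcript, the 400 nt at the stop codon held 0.987 times the summits that length alone would give in replicate 1 and 1.05 times in replicate 2 (permutation p = 0.656 and 0.0589, one-sided). That comparison leaves out the start of the last exon, the exons before it and the rest of the 3′ UTR. Over whole transcripts of all genes with a peak, random placement within the own transcript gave a ratio of 2.37. The 400 nt before the last exon held 71 summits in each replicate. With summits and random positions in last exons of at least 400 nt, the stop codon kept a ratio of 3.03, over all transcripts and so also those whose stop codon is close to the start of the last exon. Position in the last exon is a candidate explanation for a part of the excess, and whether it accounts for the whole stays open.

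Summits in the first 100 nt of a transcript were 2.05-fold and 2.08-fold more frequent than at random. The antibody also binds m6Am, a modified nucleotide next to the cap, and such summits would then lack the GGAC context. GGAC was found near 40.9% and 42.2% of them, which was 1.07-fold the frequency at random positions of the same 100 nt (permutation p = 0.017 and 0.019). When the positions were exchanged among these summits, the ratios were 0.994 and 0.986 (permutation p = 0.620 and 0.734), which showed no excess. Other summits had GGAC near 56.9% in replicate 1 and 56.8% in replicate 2, 1.67-fold the frequency at random positions in their transcripts. That comparison was not local, so it is not matched to the one in the first 100 nt. When summits further inside transcripts were compared with random positions in a block of 100 nt around them, the ratios were 1.06 and 1.05. A contrast this local therefore has little power, and m6Am cannot be told apart from m6A. The annotated transcripts with such a summit began with A more often by 3.32 percentage points on average (29.7% against 25.2% in replicate 1, Fisher's exact p = 0.0180; 27.9% against 25.8% in replicate 2, p = 0.293), which was clear in 1 replicate only.

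Replication-dependent histone transcripts lack a poly(A) tail, and the labels give polyA RNA for the input and total RNA for the IP. Had such RNA been present in the IP and depleted from the input, fold enrichment in these genes would be high. Of 67 annotated genes, 15 had a peak in replicate 1 and 21 in replicate 2. The median of their strongest peaks was at percentile 12.3 of random gene lists in replicate 1 and 53.8 in replicate 2, so no elevation was seen. The random lists were not matched for background, and the control library is not stated, so the explanation stays open.

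Processed pseudogenes held 216 and 169 summits. On average 56.1% of these peaks matched a transcript encoded elsewhere at 98% identity or more, against 1.1% of a random sample of coding peaks in each replicate. Reads of the parent transcripts are a candidate source of the signal, and genes of this class in a list of methylated genes are uncertain.

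GGAC was not centred on the summit. In the window 15 nt downstream of it the frequency was 10.5 per 1000 positions in each replicate, against 6.80 in replicate 1 and 6.84 in replicate 2 at 15 nt upstream. Random positions had 4.24 and 4.16. No explanation for this offset was tested.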
